A study of Homo sapiens with 24 samples. Its data were reported in "Nucleoporin TPR is an integral component of the TREX-2 mRNA export pathway" (2020).

How the data were processed

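SLAM-seq marks newly made RNA. Cells take up the uridine analogue S4U, alkylation makes incorporated S4U read as cytosine, and a read with a T>C change at a genomic T is counted as coming from labelled RNA. The series holds 24 libraries from DLD-1 cells, an established human colorectal adenocarcinoma line. Both copies of TPR in these cells carry an auxin-inducible degron (AID) and the NeonGreen fluorescent protein at the endogenous locus. TPR is a protein of the nuclear basket of the nuclear pore. Auxin leads to degradation of the tagged protein through the TIR1 ligase. Per the labels, cells received fresh medium or medium with auxin for 2 h, then medium with S4U, with auxin again in the auxin arm. RNA was taken at 0 h and after labelling lasting 0.5, 1 and 2 h, which gives 8 groups of 3 libraries. Time in auxin therefore grows together with labelling time.

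The authors sequenced QuantSeq 3′ mRNA libraries, which read the 3′ ends of transcripts, aligned the reads to human genome build GRCh38.p10 and processed them with the SLAM-DUNK pipeline, whose version is not given in the sources used here. Each deposited table lists 1 library with 1 line per gene name, collapsed over 3′ UTR intervals. The deposited counts used here are all reads of a gene, its T>C reads, its multimapped reads, its T>C conversions and its covered Ts, without normalization. The authors also deposited a fraction per gene, T>C conversions divided by covered Ts, and a CPM value per gene, neither of which entered a result here. Lines under several joined gene names, 481 of 19531, were kept as 1 gene each. Multimapped reads made up 12.1% to 12.9% of each library, so genes with near-identical copies can share reads. Whether the counting used the strand is not given in the sources used here, so overlapping and antisense genes are uncertain. Gene names, but no coordinates, are in the tables. Coordinates were taken by matching names to the GENCODE v44 annotation of GRCh38, 18641 of 19531 names (95.4%), and are 1-based.

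The total count per library ranged from 3968252 to 11893655 reads, and 216700378 reads were counted in all, 7230608 of them with a T>C change. The widest 95% interval (Wilson) around a library's T>C share extended 0.0252 percentage points to either side. It covers counting error only, since reads are not independent molecules. The 10 genes with the most reads held 6.20% to 7.28% of a library. Replicates of a group differed by more than sampling noise, with chi-square per degree of freedom between 1.82 and 11.3 over the 24 pairs of replicates, so no library was taken as a copy of another.

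T>C reads were tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) in 1 fit of all 24 libraries with a coefficient per group. Library sizes and TMM factors (0.966 to 1.02) came from all reads, because scaling T>C reads to themselves would remove a change common to most genes. Genes were kept by filterByExpr with a minimum count of 10, which left 8247 genes for T>C reads and 12115 for all reads, and Benjamini-Hochberg adjusted p under 0.1 was the threshold. All reads were tested in the same way with the same factors. A labelled-share model held T>C reads and other reads of every library side by side, with a coefficient per library and a T>C coefficient per group, on 8246 genes. It tests the part of a gene's reads that carry T>C changes. A further contrast compared the auxin effect at 2 h with that at 0.5 h. Standard errors are on the log2 scale and come from the information matrix of the fit with the moderated quasi-dispersion. Levels are given as CPM, computed here from the counts with library sizes of all reads and TMM factors, also for T>C reads. The T>C share of a whole library was compared between arms with two-sided exact permutation tests, 3 against 3, which cannot give a p under 0.1, and with 1 exact test stratified by time over the 3 labelled time points. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 8 tests. The lists hold 20 genes called higher and 147 called lower in the study's RNA-seq of TPR loss, which used other libraries, and 17 and 139 of them matched a name. The study had removed from these lists the genes it attributed to auxin itself.

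The rules for the genes named in the text were fixed before the data were examined, and genes chosen outside them are marked where they appear. The rules name TPR, the 6 genes whose transcripts the study followed one by one, the 5 highest and 5 lowest log2 changes of T>C reads at 2 h, the 2 smallest adjusted p at 0 h, the 3 highest and 3 lowest log2 changes of all reads at 2 h, and the 3 smallest adjusted p for the difference between 2 h and 0.5 h. All ranked genes had to pass the threshold. Those ranked by log2 change also needed a mean of at least 50 reads over the 6 libraries at 2 h and all 3 auxin libraries beyond all 3 untreated libraries, a separation that chance alone gives 10% of genes. For T>C reads 63 higher and 523 lower genes met these conditions, and for all reads 573 higher and 751 lower genes did. The tests, groups and most alternatives were also fixed before the data were examined. Alternatives were DESeq2 1.42.0 (Wald test) or its size factors, TMM from T>C reads, no filter or a minimum count of 30, only the 6 libraries of a time point, the replicate number as a block, a threshold of 0.05, subtraction of the T>C reads seen without S4U, removal of genes with over 5% T>C reads without S4U, other gene set tests and each replicate left out in turn. For the T>C share of a library they were conversions over covered Ts, genes with at least 100 reads in every library and the median over genes. TMM after the filter, conversions in place of T>C reads, background subtraction fitted on 18 or 6 libraries and replicates left out of the list tests were added after seeing the data. Random and permuted values used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 under Python 3.11.15, and plots used matplotlib 3.10.9.

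The fits were tested on simulated counts with known changes, drawn from the means per time point, the library sizes and the fitted spread of these libraries. For T>C reads at 2 h over 8247 genes, 15.8% of genes changed 1.5-fold, 37.9% of those changed 2-fold and 84.2% of those changed 4-fold were called, and 7.78% of calls were false. For T>C reads at 0.5 h the shares called were 9.38%, 13.1% and 65.8%, with 6.15% of calls false. For all reads at 2 h over 12115 genes they were 58.8%, 83.3% and 95.2%, with 13.9% of calls false, above the nominal share. For the labelled-share model at 2 h over 8246 genes they were 9.09%, 40.8% and 81.8%, with 4.30% of calls false. Each simulation was a single run with few changed genes, raised or lowered, and no shift common to all genes. For T>C reads at 2 h, 38, 66 and 57 genes were changed 1.5-fold, 2-fold and 4-fold. The data have many more calls, mostly lower, so the shares called need not carry over to them.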

Results

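The data set comprised 24 libraries of DLD-1 cells in which TPR can be degraded with auxin, with 3 libraries for each of 8 groups. Untreated and auxin-treated cells were compared without S4U labelling (0 h) and after 0.5, 1 and 2 h of labelling, to ask how loss of TPR changes newly made RNA. At least 1 read was counted for 17236 of the 19531 listed genes, and 5880 genes had at least 100 reads in every library. Depth ranged from 3968252 reads (auxin, 2 h, replicate 3) to 11893655 reads (untreated, 1 h, replicate 2). The auxin group at 2 h was the shallowest, with a mean depth of 0.682 times that of the untreated group at 2 h. Within groups, replicate 2 of auxin at 1 h differed most from its partners in total reads, with chi-square per degree of freedom of 11.1 and 11.3.

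The gene for the targeted protein was examined in every library. TPR lies on chromosome 1 from 186311652 to 186375693 (GRCh38, minus strand, protein coding, 51 exons). Its total reads stayed between 36.7 and 55.9 CPM over all 24 libraries. The degron acts on the protein, so mRNA read at its 3′ end does not check which libraries had lost TPR. At 2 h, TPR total reads had a log2 change of 0.046 between arms (SE 0.10) and did not pass the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.87). T>C reads of TPR were 5.80 ± 1.48 CPM in untreated and 7.74 ± 3.03 CPM in auxin-treated cells (SD, n = 3), a log2 change of 0.43 (SE 0.30) that did not pass the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.372). At 0.5 h they fell by 2.41 on the log2 scale (SE 0.52, adjusted p = 2.51e-05, same test), from 19 to 27 reads per untreated library to 4 to 5 per auxin-treated library.

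The share of all reads with a T>C change rose with labelling in both arms. Without S4U it was 0.972% ± 0.0492 in untreated and 0.961% ± 0.0414 in auxin-treated cells (SD, n = 3), a difference of -0.0108 percentage points (two-sided exact permutation p = 0.7). After 0.5 h it was 2.15% ± 0.0184 and 1.60% ± 0.0771. After 1 h it was 4.40% ± 0.149 and 3.90% ± 0.101. After 2 h it was 8.22% ± 0.285 and 6.86% ± 0.255. The auxin-treated share was thus lower by more than the SD at each labelled time point, with differences of -0.554, -0.499 and -1.36 percentage points. All 3 auxin libraries lay below all 3 untreated libraries each time, which gives an exact permutation p of 0.1, the smallest that 3 against 3 allows. Stratified by time over the 3 labelled time points, the mean difference was -0.804 percentage points (exact permutation p = 0.00025, the smallest that 8000 arrangements allow). The measure that moved this result most was the median over genes with at least 100 reads in every library, with differences of -0.594, -0.733 and -1.93 percentage points.

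**Figure D1:**
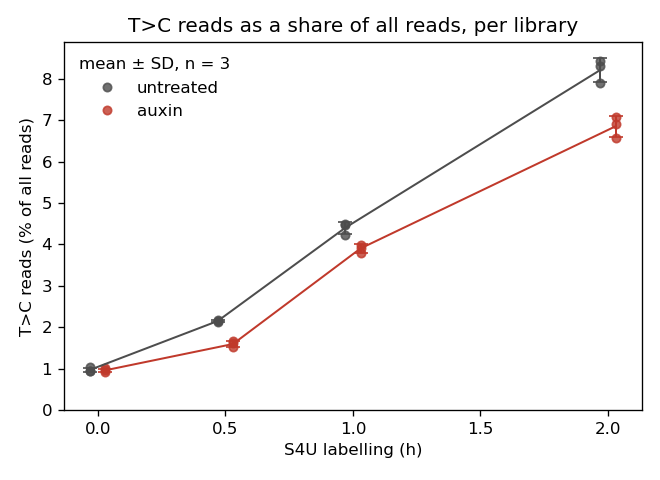
Share of reads with a T>C change, in percent of all reads of a library, against hours of S4U labelling, for untreated and auxin-treated cells (points are libraries, with mean ± SD, n = 3). At 0.5, 1 and 2 h every auxin library lies below every untreated library, while the arms overlap at 0 h.

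Labelling was next compared with the unlabelled background in untreated cells. T>C reads were higher than at 0 h for 5051 of 8247 tested genes after 0.5 h, for 7617 after 1 h and for 8163 after 2 h. Leaving out the filter on low counts moved the 2 h count most, to 10625 of 13986 genes. The background itself was uneven, since 582 genes with over 5% T>C reads at 0 h held 24.6% of all T>C reads at 0 h.

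To find genes whose new RNA changed with TPR loss, T>C reads of auxin-treated and untreated cells were compared at each time point over 8247 genes. After 2 h of labelling 1170 genes passed adjusted p under 0.1, of which 86 were higher and 1084 (92.6%) were lower after auxin. After 0.5 h the count was 1661 (33 higher, 1628 lower) and after 1 h it was 476 (85 higher, 391 lower). Without S4U it was 5 higher and 0 lower by edgeR, 3 higher and 0 lower by DESeq2, with 610 genes at an unadjusted p under 0.05 in edgeR. The median log2 change of all tested genes was 0.00 at 0 h, -0.56 at 0.5 h, -0.26 at 1 h and -0.37 at 2 h. DESeq2 called 1729, 592 and 1207 genes at 0.5, 1 and 2 h.

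The alternative that moved the 2 h count most was subtraction of the T>C reads expected from the 0 h background, which left 2 genes, both higher, when fitted over all 24 libraries. That fit had a biological coefficient of variation of 0.337 against 0.161 without subtraction. Fitted on the 6 libraries at 2 h, a version chosen after seeing the data, the subtraction gave 2043 genes, against 2202 on the same libraries without it. Single libraries also mattered, since the 2 h count was 437 without replicate 2 of auxin, 610 without replicate 1 of untreated, 672 without replicate 3 of untreated and 704 without replicate 1 of auxin.

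The split between higher and lower genes depended on the scaling. With T>C reads scaled to themselves, the median of all genes was -0.062, -0.035 and -0.0037 on the log2 scale at 0.5, 1 and 2 h. The calls were then 141 higher and 162 lower at 0.5 h, 175 higher and 98 lower at 1 h, and 237 higher and 103 lower at 2 h. All 86 genes called higher and 103 of the 1084 called lower at 2 h under scaling to total reads were also called under this scaling.

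**Figure D2:**
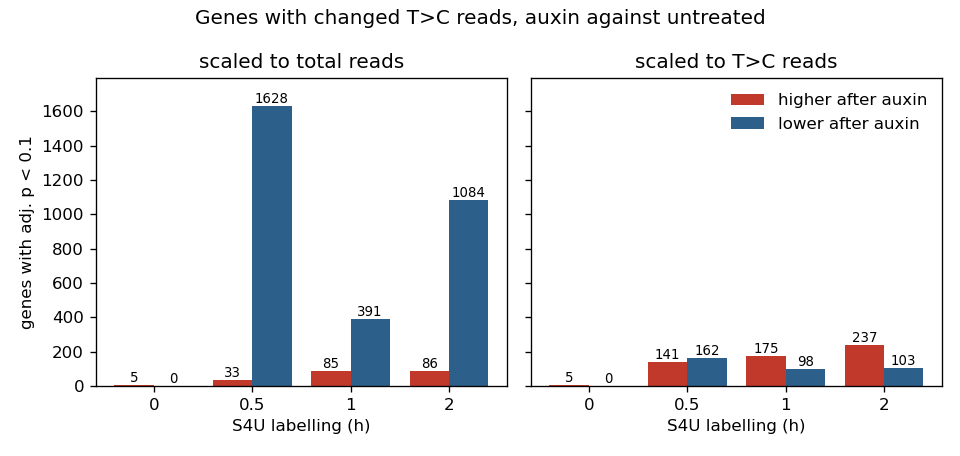
Number of genes with adjusted p under 0.1 for T>C reads, auxin against untreated, by hours of S4U labelling, with library scaling from total reads (left) and from T>C reads (right). Lower genes outnumber higher genes at 0.5, 1 and 2 h on the left, while on the right this holds only at 0.5 h (162 against 141).

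Total reads, which reflect abundance, were tested over 12115 genes. Auxin changed 222 genes at 0 h (101 higher, 121 lower), 612 at 0.5 h (232 higher, 380 lower), 1749 at 1 h (793 higher, 956 lower) and 1625 at 2 h (709 higher, 916 lower). Among the alternatives, the count at 0 h moved most, to 126 without replicate 2 of untreated, and it was 147 without replicate 1 of untreated and 146 without replicate 2 of auxin. Untreated cells changed too between 0 h and 2 h of labelling, with 562 genes called (269 higher, 293 lower). Of the 1084 genes with lower T>C reads at 2 h, 344 were also called lower and 19 were called higher in total reads, with a median log2 change of -0.13 in total reads and -0.93 in T>C reads. Of the 86 genes with higher T>C reads, 71 were also called higher in total reads, with a median of 0.78 for both. At 0.5 h, 165 of the 1628 lower genes were called lower and 45 were called higher in total reads.

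The labelled-share model asked whether the part of a gene's reads with T>C changes differed between arms. Over 8246 genes it called 1513 genes at 0.5 h (14 higher, 1499 lower), 346 at 1 h (13 higher, 333 lower) and 1283 at 2 h (19 higher, 1264 lower). Background subtraction over 24 libraries moved the 2 h count most, to 1. Scaling the T>C reads to themselves left 244 genes at 2 h, 58 higher and 186 lower. Of the 1084 genes with lower T>C reads at 2 h, 728 also had a lower share. Of the 86 genes with higher T>C reads, 25 had a lower share and 12 a higher share, so for some genes abundance rose more than T>C reads did.

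Calls were partly shared between time points. Of the T>C calls, 463 were made at both 0.5 h and 2 h, 457 of them in the same direction, and 255 were made at both 1 h and 2 h, all in the same direction. The difference between the auxin effects at 2 h and 0.5 h passed the threshold for 161 genes, 154 with a higher and 7 with a lower value at 2 h. The median difference of all genes was 0.22 on the log2 scale. Scaling T>C reads to themselves gave 86 such genes and DESeq2 gave 251.

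Genes that the study's RNA-seq had called after TPR loss were then examined as lists fixed in advance, from which the study had removed genes it attributed to auxin itself. FOS is in the higher list and FJX1 and HOXA13 are in the lower list, while EGR1, GDF15 and ASCL2 are in neither. Of the genes called higher there 17 were tested, and of those called lower 120. The lower list had median log2 changes of T>C reads of -0.30, -1.12, -0.54 and -0.92 at 0, 0.5, 1 and 2 h, and 103 of its 120 genes lay below the median of all genes at 2 h. Camera gave Benjamini-Hochberg adjusted p = 0.0188, 2.84e-05, 3.01e-05 and 7.18e-13 for this list. The higher list had medians of 0.44, 0.013, 0.48 and 0.18, with adjusted p = 3.18e-05, 0.0168, 2.41e-19 and 2.41e-19 by camera, which compares a list with all other genes. At 0.5 h its mean was -0.022, so that the median and the mean differ in sign while the test was upward. All 8 calls held with an estimated correlation, and all but the higher list at 0.5 h (adjusted p = 0.195) held under fry of limma. Scaling T>C reads to themselves moved the higher list at 0.5 h most, to 0.52. The values at 0 h are of background T>C reads without S4U, so they are not about labelled RNA. Total reads at 0 h had medians of -0.37 for the lower and 0.53 for the higher list. The list tests of T>C reads thus do not separate abundance from new RNA.

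Single genes of these lists were also called. At 2 h, 56 of 120 genes of the lower list were called lower over all genes tested, and 81 passed when adjusted over the list alone. For the higher list 5 of 17 were called higher over all genes tested, and 5 passed when adjusted over the list alone. At 0.5 h 52 genes of the lower list were called lower and 1 higher, and of the higher list 1 was called higher and 4 lower. At that time 65 and 5 genes passed when adjusted over the list alone. At 1 h the lower list had 20 lower calls and the higher list 6 higher calls, with 30 and 12 genes passing when adjusted over the list alone. At 0 h edgeR called 0 genes of either list over all genes, in the test that had 610 genes at an unadjusted p under 0.05 and 3 calls by DESeq2, and 0 and 3 passed when adjusted over the list alone. In total reads at 2 h the medians were -0.84 and 0.72, with 109 of 137 genes of the lower list called lower and 15 of 17 genes of the higher list called higher.

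The 6 transcripts the study had followed one by one were examined at 2 h with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. FOS (chromosome 14, 75278826 to 75282230) rose from 2.25 ± 0.256 to 21.2 ± 0.220 T>C CPM (SD, n = 3), a log2 change of 3.22 (SE 0.26, adjusted p = 1.04e-38). EGR1 (chromosome 5, 138465479 to 138469303) rose from 142 ± 11.7 to 475 ± 10.6, a log2 change of 1.74 (SE 0.10, adjusted p = 2.09e-63). GDF15 (chromosome 19, 18374731 to 18389176) rose from 897 ± 101 to 2270 ± 126, a log2 change of 1.34 (SE 0.08, adjusted p = 1.5e-57). ASCL2 (chromosome 11, 2268498 to 2270588) fell from 19.2 ± 1.66 to 5.97 ± 1.64, a log2 change of -1.72 (SE 0.25, adjusted p = 1.62e-09). HOXA13 (chromosome 7, 27193503 to 27200091) fell from 35.0 ± 4.60 to 22.5 ± 1.92, a log2 change of -0.64 (SE 0.17, adjusted p = 0.00664). Scaled to T>C reads, the change of HOXA13 was -0.28 and did not pass the threshold (adjusted p = 0.543), while its adjusted p lay between 1.64e-04 and 0.0968 under the other alternatives. FJX1 (chromosome 11, 35618460 to 35620865) had 2.93 ± 0.849 and 2.00 ± 0.317 T>C CPM and was not called (log2 change -0.56, SE 0.46, adjusted p = 0.459), with 8 to 32 T>C reads per library. T>C reads of FJX1 were called lower at 0.5 h (log2 change -1.55, SE 0.69, adjusted p = 0.0865), on 1 to 12 reads per library, and its total reads were called lower at 0.5, 1 and 2 h (at 2 h a log2 change of -0.86, SE 0.19, adjusted p = 0.00106). Over all genes tested 5 of the 6 were called in T>C reads at 2 h, and 5 were called when adjusted over the list alone. The labelled share did not always follow the T>C reads. Total reads of HOXA13 changed by -0.96 (adjusted p = 6.03e-10). Its share went from 30.8% to 39.5% and was not called (labelled-share model, adjusted p = 0.15). In that model the share fell for EGR1, from 36.5% to 24.2% (adjusted p = 1.08e-09), and for ASCL2, from 7.79% to 3.54% (adjusted p = 1.28e-05). The shares of FOS and FJX1 were not called, and that of GDF15 is given below.

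**Figure D3:**
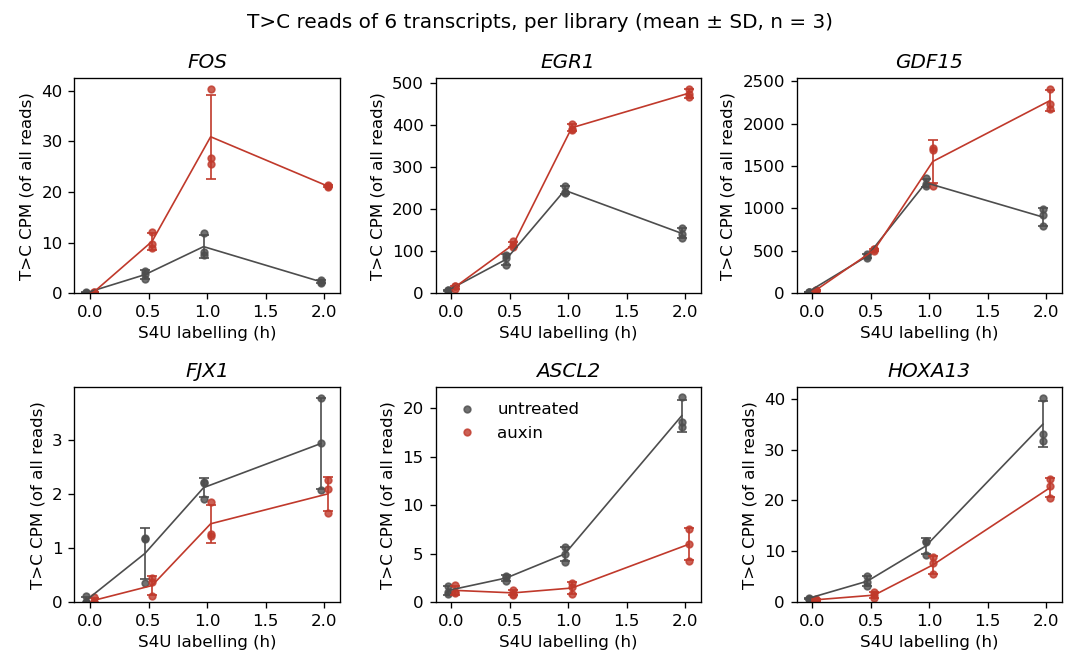
T>C reads of FOS, EGR1, GDF15, FJX1, ASCL2 and HOXA13 (CPM of all reads) against hours of S4U labelling in untreated and auxin-treated cells (points are libraries, lines join the means, bars are the SD, n = 3). At 2 h the auxin libraries lie above the untreated libraries for FOS, EGR1 and GDF15 and below them for ASCL2 and HOXA13.

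The largest increases of T>C reads at 2 h after those of FOS were found for AQP3 (chromosome 9, 33441156 to 33447596), EGR1, JUN (chromosome 1, 58776845 to 58784048) and IER3 (chromosome 6, 30743199 to 30744548). AQP3 rose from 3.87 ± 0.262 to 16.5 ± 2.32 T>C CPM (SD, n = 3), a log2 change of 2.10 (SE 0.25, adjusted p = 4.5e-14, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). JUN changed by 1.55 (SE 0.15, adjusted p = 4.27e-22) and IER3 by 1.54 (SE 0.09, adjusted p = 6.9e-66) in the same test. The largest decreases were those of MNT (chromosome 17, 2384073 to 2401104), ASCL2, RUNX2 (chromosome 6, 45328157 to 45664349), KCNE3 (chromosome 11, 74454841 to 74467729) and HILPDA (chromosome 7, 128455849 to 128458418). MNT fell from 11.8 ± 1.87 to 3.41 ± 0.256 T>C CPM (log2 change -1.77, SE 0.32, adjusted p = 3.19e-06). RUNX2, KCNE3 and HILPDA changed by -1.66, -1.65 and -1.57, with adjusted p = 2.45e-07, 5.32e-08 and 1.35e-08. All these genes are annotated as protein coding. Total reads of RUNX2 changed by -0.26 at 2 h (adjusted p = 0.0649) and those of HILPDA by -1.38 (adjusted p = 3.59e-10).

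In total reads at 2 h the largest increases were those of FOS, EGR1 and GDF15, with log2 changes of 3.07 (SE 0.20), 2.34 (SE 0.08) and 2.22 (SE 0.09) and adjusted p = 4.26e-16, 1.22e-23 and 2.6e-21 (edgeR quasi-likelihood test, Benjamini-Hochberg). T>C reads made up 52.3% ± 0.823 of GDF15 reads in untreated and 28.5% ± 0.443 in auxin-treated cells (SD, n = 3), so the labelled share of GDF15 fell while its T>C reads rose. The largest decreases were those of MOAP1 (chromosome 14, 93182199 to 93184923), CYB561D1 (chromosome 1, 109494052 to 109502932) and TSPYL4 (chromosome 6, 116249964 to 116254075), at -1.63, -1.57 and -1.54 with adjusted p = 1.62e-06, 5.36e-06 and 3.52e-06. These 3 genes had few reads, with 9 to 32, 17 to 26 and 22 to 34 reads per auxin-treated library.

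Without S4U the smallest adjusted p of T>C reads were those of GDF15 and EGR1. GDF15 rose from 18.3 ± 0.112 to 33.2 ± 4.61 T>C CPM (SD, n = 3), a log2 change of 0.86 (SE 0.10, adjusted p = 3.95e-15, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). EGR1 rose from 5.96 ± 0.804 to 13.6 ± 4.31, a log2 change of 1.17 (SE 0.14, adjusted p = 7.15e-13). The other 3 genes called were IER3 (adjusted p = 0.00345), AP3M2 and the joined entry of NOL12 and Z83844.1 (adjusted p = 0.0344 for both), of which the last 2 were chosen after their values were seen.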

Values the study reported

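The study detected 1002 transcripts with changed T > C reads after TPR depletion (adj. p < 0.1), most of them downregulated, with 2 h of S4U labelling and 4 h of auxin in all. It attributed the RNA changes of 116 TPR-dependent genes to altered RNA synthesis. Its earlier RNA-seq had listed 167 RNAs that changed with TPR loss. The SLAM-seq libraries were stated to hold 8–24 M reads per sample.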

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

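The tests of the results in this part were chosen in advance, with exceptions that were chosen only after the result was seen. These are the tally of which regroupings gave many calls, the depth test, the background-corrected ratios of T>C shares and the levels of single genes.

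The auxin effect on T>C reads differed between 2 h and 0.5 h of labelling for 161 genes (edgeR quasi-likelihood test of the difference, Benjamini-Hochberg adjusted p under 0.1). The median of all genes was also higher at 2 h, by 0.22 on the log2 scale. With T>C reads scaled to themselves 86 genes passed, 74 higher and 12 lower, so part of the count goes with the shift common to all genes. The count was 94 without replicate 1 of untreated at 0.5 h, 100 without replicate 2 of auxin at 0.5 h, 107 without replicate 1 and 102 without replicate 3 of auxin at 2 h. Chance could not be excluded by regrouping, since 10 of 100 arrangements of the 12 libraries, the real one included, gave as many genes, with 1297 as the highest of the others. All 9 other arrangements with as many genes kept the auxin libraries of 1 time point together, so they still held a real auxin effect. The 44 arrangements that mixed the arms alike at both time points gave at most 0 calls with edgeR. These arrangements show that the count responds to the auxin effect as such, and do not decide whether the effects at both times differ.

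Of the genes chosen by the rules fixed in advance 6 had such a difference (adjusted p by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.37 for IER3 (SE 0.12, adjusted p = 1.17e-25), 1.11 for GDF15 (SE 0.11, adjusted p = 4.92e-19), 1.22 for EGR1 (SE 0.14, adjusted p = 1.55e-14), 1.74 for FOS (SE 0.34, adjusted p = 2.28e-04), 2.83 for TPR (SE 0.60, adjusted p = 2.28e-04) and 1.30 for AQP3 (SE 0.41, adjusted p = 0.0897). With T>C reads scaled to themselves the difference was 1.23 for IER3, 0.97 for GDF15 and 1.08 for EGR1. For TPR the difference rests on 4 to 5 T>C reads per auxin-treated library at 0.5 h against 19 to 27 per untreated library. The rules take in IER3, GDF15 and EGR1 for the smallest adjusted p of this same test. They take in FOS, AQP3, EGR1 and IER3 for the highest changes at 2 h, which favours a higher value at 2 h. Passing is therefore no independent support for these genes. TPR, FOS, EGR1 and GDF15 were also named apart from these data.

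A candidate explanation for part of this difference is the common decrease of labelled reads, which was stronger at 0.5 h. Less background, the T>C share of auxin-treated cells was 0.543 times that of untreated cells at 0.5 h, 0.859 times at 1 h and 0.814 times at 2 h, so genes that share in it would move up between the time points, as the median of all genes did. Depth does not account for that decrease, since auxin libraries at 0.5 h had 1.0852 times the mean reads of untreated libraries. Labelling time and time in auxin grow together in this design, so a change of the response with time in auxin and an effect of labelling time cannot be told apart here. Untreated T>C CPM fell between 1 h and 2 h for 4 of the genes. Against 0.5 h only FOS was lower at 2 h. T>C reads also rise with labelling time, so these values do not compare abundance. Untreated total CPM was lower at 2 h than at 0.5 h for these 4 genes. It went from 2909 to 1232 for IER3 and from 3510 to 1713 for GDF15. For EGR1 it went from 565 to 388 and for FOS from 13.9 to 5.65. In auxin-treated cells mean total CPM rose for EGR1 and fell for IER3, GDF15 and FOS. What part this had in the difference was not tested. Mean untreated T>C CPM at 0.5 h was 288 for IER3, 436 for GDF15, 80.2 for EGR1 and 3.65 for FOS. From 1 h to 2 h untreated T>C CPM went from 662 ± 41.95 to 491 ± 10.3 for IER3, from 1302 ± 48.8 to 897 ± 101 for GDF15, from 244 ± 9.20 to 142 ± 11.7 for EGR1 and from 9.19 ± 2.34 to 2.25 ± 0.256 for FOS (SD, n = 3), a change between time points that was not tested. In auxin-treated cells the means rose over the same interval for IER3, GDF15 and EGR1 and fell for FOS, from 30.9 ± 8.27 to 21.2 ± 0.220. A biological difference in how these genes respond stays open and was not tested.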

How the results depend on the processing

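The alternatives were chosen in advance, except TMM after the filter, conversions in place of T>C reads, background subtraction on 18 or 6 libraries and the replicates left out of the list tests, which were chosen after seeing the data.

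Over 54 results and 633 alternatives, 558 gave the same direction and side of the threshold (counts within 1.5 times), 2 fell short of the threshold, 68 moved and 5 reversed. Using DESeq2 size factors, a minimum count of 30, TMM after the filter, conversions in place of T>C reads or no genes over 5% T>C reads at 0 h moved none of the counts they were run on beyond 1.5 times. With TMM after the filter, total reads gave 225, 611, 1760 and 1636 calls at 0, 0.5, 1 and 2 h.

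T>C reads scaled to themselves gave 303 calls at 0.5 h, 273 at 1 h and 340 at 2 h. The share of lower calls at 2 h was then 30.3% and so reversed from 92.6%, and 86 genes differed between 2 h and 0.5 h. The labelled-share model under this scaling called 195, 74 and 244 genes at 0.5, 1 and 2 h. The scaling removes the shift common to all genes by construction. HOXA13 changed by -0.28 at 2 h under it and was no longer called.

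Background subtraction fitted over 24 libraries gave 1884 T>C calls at 0.5 h, 19 at 1 h and 2 at 2 h, of which 0% were lower at 2 h, a reversed share that rests on these 2 genes. The labelled-share model then called 14 genes at 1 h and 1 at 2 h. Fitted on the 18 labelled libraries it gave 2663, 236 and 117 T>C calls at 0.5, 1 and 2 h, 75.2% of them lower at 2 h, and on the 6 libraries of a time point 667 at 0.5 h and 2043 at 2 h, against 1097 and 2202 on the same libraries without subtraction. The biological coefficient of variation was 0.337 with subtraction on 24 libraries and 0.270 on 18, against 0.161 without it on 24. On the 6 libraries of a time point it was 0.414 with subtraction against 0.165 without it at 0.5 h. The values were 0.220 against 0.145 at 1 h and 0.165 against 0.133 at 2 h. The cause of the changed counts was not tested.

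Only the 6 libraries of a time point gave 2, 1097 and 2202 T>C calls at 0, 0.5 and 2 h, with other genes passing the filter. An adjusted p under 0.05 gave 294 T>C calls at 1 h and 761 at 2 h (90.9% lower), and 969, 184 and 781 in the labelled-share model, since the threshold is stricter. DESeq2 gave 3 T>C calls at 0 h and 251 genes that differed between 2 h and 0.5 h, and the cause was not tested. The higher TPR list at 0.5 h (median 0.013) did not pass under fry. For the T>C share of a library, the median over genes gave -0.594, -0.733 and -1.93 percentage points at 0.5, 1 and 2 h. Conversions over covered Ts gave -0.0392 at 0.5 h, on a smaller scale.

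Leaving out 1 library leaves 2 in its group, which by itself lowers the power, while the cause of the higher counts at 0 h was not tested. T>C calls at 0 h ranged from 3 (without untreated replicate 2) to 12 (without auxin replicate 1), with 8 without untreated replicate 1 and 8 without auxin replicate 2. At 0.5 h they ranged from 1091 (without auxin replicate 2) to 1375. At 1 h they ranged from 224 (without untreated replicate 3) to 398, with 230 without untreated replicate 1, 244 without auxin replicate 2 and 290 without auxin replicate 3. At 2 h they ranged from 437 (without auxin replicate 2) to 902, with 610 without untreated replicate 1, 672 without untreated replicate 3 and 704 without auxin replicate 1, and the share of lower calls from 85.4% to 92.7%. Genes that differed between 2 h and 0.5 h numbered 94 (without untreated 0.5 h replicate 1) to 162, with 100 without auxin 0.5 h replicate 2, 107 without auxin 2 h replicate 1 and 102 without auxin 2 h replicate 3.

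Total reads at 0 h gave 126 (without untreated replicate 2) to 212 calls, with 147 without untreated replicate 1 and 146 without auxin replicate 2. Untreated cells at 2 h against 0 h gave 286 (without 0 h replicate 2) to 459, with 321 without 0 h replicate 1, 314 without 2 h replicate 2 and 330 without 2 h replicate 3. The labelled-share model gave 959 (without auxin replicate 2) to 1261 at 0.5 h. At 1 h it gave 106 (without untreated replicate 3) to 321, with 132 without untreated replicate 1, 125 without auxin replicate 2 and 174 without auxin replicate 3. At 2 h it gave 527 (without auxin replicate 2) to 1121, with 668 without untreated replicate 1, 711 without untreated replicate 3 and 792 without auxin replicate 1. The higher TPR list at 0.5 h ranged from -0.11 to 0.073 and reversed without untreated replicate 3 (-0.064), auxin replicate 1 (-0.081) and auxin replicate 3 (-0.11). In these the cause was not tested beyond the smaller groups.

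The replicate number does not pair the libraries, since the deviations of same-numbered libraries from their group means correlated between -0.0374 and 0.0559 in T>C reads and between -0.117 and 0.0981 in total reads over 12 pairs each. With it as a block, T>C calls were 5, 1648, 483 and 1165 at 0, 0.5, 1 and 2 h, total calls 221, 589, 1723 and 1620, and 162 genes differed between 2 h and 0.5 h. No call of a named gene or list changed under the block.

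At 2 h 2-fold changes were recovered for 37.9% of simulated genes in T>C reads and for 83.3% in total reads. T>C reads are fewer and also have a larger biological coefficient of variation (0.161 against 0.0696), and the effects of depth and spread were not separated. A gene without a T>C call is not shown to be unchanged.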

Other observations

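The tests of depth, of the 0 h background, of a fixed delay, of the scaling and of the gene lists relative to all genes under other splits were chosen only after the result was seen, and the other tests in this part were written down before their values were computed.

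The lower T>C share of reads after auxin was weighed against technical causes. Lower depth is argued against by the 0.5 h libraries, where auxin-treated cells had 1.0852 times the mean depth of untreated cells and still a lower share. The background without S4U differed by -0.0108 percentage points, far less than the differences under labelling. A few abundant genes cannot be the whole cause, since the median over genes fell by 1.93 percentage points at 2 h. A fixed delay of labelling would let the ratio of background-corrected shares climb towards 1 with time, but it went from 0.543 to 0.859 and back to 0.814 (0.797 to 0.834 with any 1 library left out). Fewer S4U molecules per new RNA stayed open. T>C conversions per T>C read, less background, differed by -0.0105 at 0.5 h and -0.00522 at 1 h (exact permutation p = 0.5 for both) and by -0.0485 at 2 h (exact permutation p = 0.1, the smallest possible). A lower uptake of S4U may therefore have a part at 2 h, and it cannot be told apart from less new RNA with these libraries. Lower RNA synthesis after loss of TPR remains a hypothesis.

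The scaling to total reads was weighed as a cause of the excess of lower over higher T>C calls at 2 h. The labelled-share model compares T>C and other reads within a library, and it called 1264 genes lower and 19 higher. With T>C reads scaled to themselves the same model called 186 lower and 58 higher. The median share over genes was 8.36% ± 0.361 in untreated and 6.43% ± 0.229 in auxin-treated cells (SD, n = 3). The model and the median share set T>C reads against other or all reads of the same library. Total reads had a median change of 0.0037 on the log2 scale at 2 h. Both measures therefore carry the common shift again, with a model median of -0.42 against -0.37 under scaling to total reads. They show that T>C reads fell against a gene's own reads, and do not decide about the scaling. With T>C reads as their own scale 103 genes were called lower and 237 higher, but for both tests that scaling centres the genes by construction and says nothing about the common decrease. What lies behind the common decrease stays open, as above.

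The higher T>C reads of GDF15, EGR1 and IER3 without S4U are consistent with a background that follows abundance. The T>C share of their reads at 0 h did not rise, with auxin to untreated ratios of 0.952, 0.946 and 0.836, while total reads rose 1.90, 2.37 and 1.71 times. The T>C read count may include positions that the pipeline masks, since there were 0.875 conversions per T>C read at 0 h and 1.54 at 2 h.

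Total reads at 0 h, after 2 h in auxin, were examined with gene lists against 10000 random lists of like expression. The AHR list was written after CYP1A1, TIPARP and CYP1B1 had been seen to rise (log2 changes 2.35, 1.53 and 0.77, genes chosen after their values were seen) and leaves these out. Its 8 tested genes had a median of 0.22, at percentile 99.98, with 95% of random medians between -0.079 and 0.084 and 2 genes called higher. Auxin is an indole compound, and a candidate explanation is that it acts on the AHR pathway itself, apart from TPR. Auxin-treated cells without the degron were not analysed here, so within these libraries an effect of auxin and one of TPR loss stay confounded. The study's RNA-seq did include parental cells treated with auxin. Its qRT-PCR found c-fos raised and fjx1 lowered after loss of TPR, but not after auxin-induced loss of NUP50 or NUP153.

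The immediate early and p53 lists were also written after some of their genes had been seen. Immediate early genes had a median of 0.38 over 30 genes (percentile 100), with 13 called higher and 2 lower, and 0.27 over the 26 genes not seen first. ATF4 stress genes had a median of 0.14 over 10 genes (percentile 99.98), with 4 called higher, and they share ATF3 and PPP1R15A with the immediate early list. These values are consistent with a stress or growth-factor response, which auxin itself could also give. The p53 list had a median of -0.10 over 12 genes (percentile 2.83), with 1 called higher and -0.13 over the 11 genes not seen first, which decides nothing since its members went both ways, and it shares BTG2 with the immediate early list. A list of 14 housekeeping genes had a median of 0.024 (percentile 73.84).

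Genes with few exons may lose more T>C reads at 2 h. Across 8024 genes, which are not independent replicates, exon number and the T>C log2 change at 2 h had a Spearman correlation of 0.125 (permutation p = 1e-05, the smallest possible, 2e-05 after Benjamini-Hochberg adjustment over both relations tested). The median change was -0.76 for 152 genes with 1 exon, -0.49 for 1371 genes with 2 to 4 exons, -0.35 for 2995 genes with 5 to 10 exons and -0.32 for 3506 genes with over 10 exons. At 0.5 h the medians were -0.88, -0.62, -0.49 and -0.58 for the same classes, so the order did not hold between the last 2 classes. Gene length and expression were not separated from exon number. The related idea that genes with fast turnover change more in labelled share found little, with a correlation of 0.0114 (permutation p = 0.3, adjusted 0.3) across 8246 genes.

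Other splits of the 6 libraries of a time point cannot exclude chance, since 3 against 3 make 10 splits. The real split gave 1661, 476 and 1170 T>C calls at 0.5, 1 and 2 h, with 7, 0 and 0 as the highest of the others, and 5 at 0 h, where another split gave 8. For total reads the real counts of 222, 612, 1749 and 1625 stood against 0, 1, 0 and 2, and 562 against 0 for untreated cells at 2 h and 0 h. For the labelled-share model 1513, 346 and 1283 stood against 3, 0 and 0, and for the rise over 0 h 5051, 7617 and 8163 against 0 each. These counts of 0 are from edgeR at adjusted p under 0.1. The median log2 change of the lower TPR list was 0.30, 1.12, 0.54 and 0.92 in size at 0, 0.5, 1 and 2 h, against 0.26, 0.48, 0.26 and 0.38. That of the higher list was 0.44, 0.013, 0.48 and 0.18, against 0.42, 0.17, 0.28 and 0.16, which at 0.5 h was reached by all 10 splits. These medians hold the shift of all genes, which the other splits lack, so they say nothing about a list relative to all genes. Less the median of all genes in the same split, the lower list was at -0.30, -0.57, -0.28 and -0.55, against at most 0.22, 0.32, 0.20 and 0.18 in size. The higher list was at 0.44, 0.57, 0.74 and 0.55, against at most 0.38, 0.23, 0.36 and 0.26.

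The libraries here held between 3968252 and 11893655 counted reads. That range starts and ends lower than the one quoted from the study above, and the ranges overlap. The study's range is of reads generated and the range here is of reads counted to genes, so the values differ in kind.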
